A study of Mus musculus with 8 samples. Its data were reported in "The conserved protective cyclic AMP-phosphodiesterase function PDE4B is expressed in the adenoma and adjacent normal colonic epithelium of mammals and silenced in colorectal cancer" (2018).

How the data were processed

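RNA was measured in 8 samples, 1 colonic adenoma and 1 sample of normal colonic epithelium from each of 4 male mice. The mice were an F1 cross of the BTBR and C57BL/6J strains that carried the Min allele of Apc, a truncating germ-line mutation that leads to intestinal adenomas. The labels give an age of 100 days. Per the study's methods, an adenoma sample was a segment of the tumor, whereas normal epithelium was scraped from the luminal surface away from any visible tumor, so tissue and way of collection go together. The mouse number in the labels joins the 2 samples of an animal.

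Total RNA was amplified and labelled with Cy3 by the authors, and each sample was hybridized to one 1-colour Agilent whole-genome mouse array. The deposited intensity values are the output of Agilent Feature Extraction, version 10.7.3.1 per the file headers, with probe positions on mouse genome build mm9. The processed signal of a spot is an intensity after subtraction of background and correction of spatial trends by that program, which also gives dim spots a small positive value. It had not been scaled between arrays. The mean spot intensity and the median local background intensity, also deposited, were used only for an alternative. That alternative, normexp background correction before quantile normalization, added an offset of 50 to the signal, which shrinks the log2 changes of dim probes by construction. The other deposited columns used were flags for spots well above background, saturated spots and outlying spots.

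Each array held 62976 spots, of which 59305 belonged to gene probes. Control spots and outlier-flagged spots, 112 to 164 gene spots per array, were left out. Log2 of the processed signal was taken, the 75th percentile of the gene spots of the array was subtracted, and spots of one probe were averaged, which left 55681 probes. No filter on dim probes was applied, since the authors stated that they used none. A probe was taken as well above background on an array when at least 50% of its spots had that flag. For a probe that was not well above background on any array of a group, the change is given as at least a fold: the bright group's mean was set against the mean, over the dim group's arrays, of the higher of the probe's own level and the lowest level among probes well above background.

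Accessions and names of the arrays' design were matched to a RefSeq gene table of assembly GRCm38.p6, from which only names were taken. Of the probes, 26762 matched by accession, 3819 by symbol and 639 by an older name, 56.1% in all, and these stood for 22221 genes. Other probes kept the name in the file. Because no annotation of build mm9 was used here, positions are those of the files and carry no exon or untranslated-region assignment.

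Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes) as adenoma minus normal epithelium with the mouse number as a block, which follows the animal identity term of the authors' model. A probe was called at a Benjamini-Hochberg adjusted p of at most 0.05 together with a fold of at least 2. Standard errors are the moderated ones, and all tests are two-sided. The fit had 3 residual degrees of freedom per probe and 1.78 prior degrees of freedom. With 4 mice, the number of arrays limits the precision.

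The pairing comes from the labels, since both samples with one number are from one animal. As a check, deviations from the group means were correlated within a mouse. Over all probes r ran from -0.00818 to 0.159, and over the probes well above background on all 8 arrays from 0.178 to 0.474. Between adenoma and normal epithelium of different mice r ran from -0.254 to 0.231 and from -0.411 to 0.346, which overlaps both ranges, so this check alone would not establish the pairing.

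Gene lists for 13 processes named in the study's text were written from general knowledge before the data were examined and were tested with camera (inter-gene correlation 0.01) at gene level, each gene represented by its brightest probe. For comparison, fry and camera with an estimated correlation were run. These lists are not independent evidence. The study named several of the processes partly from these arrays, and pictures of its figures had been opened before the lists were written. Genes recognised from those pictures were taken out, but some well-known ones stayed, among them Apln and Csnk1e, which are named in the report. Marker lists of cell types were written at the same time. The lists for small intestinal enterocytes and for Paneth cell genes outside the defensin family were added after defensins had been seen to rise but before they were tested.

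The genes named were chosen by a rule fixed before the data were examined: Pde4b, Apc, Gapdh and Hdac4, each by its brightest probe with the other probes beside it; the 5 largest rises and 5 largest falls among called probes well above background on all arrays, unsaturated and of one sign in all 4 mice; the 3 largest changes each way among probes not well above background in 1 of the groups; the Pde4 family and other phosphodiesterases past both thresholds; and the 2 members with the smallest adjusted p of each list past the threshold. Gene set tests were likewise fixed before the data were examined, as was a list of processing alternatives: other scalings and background corrections, a filter on dim probes, kept outlier spots, no block, the slide as the block, the authors' kind of model without moderation, a trended and robust prior, genes or means over probes in place of probes, and leaving out each mouse. Further alternatives chosen after seeing the data were a floor at the 95th percentile of the control probes, a stricter filter, leaving out mice 1 and 4 together, array weights, and a 75th percentile taken over detected probes only. Scaling to added control transcripts had been planned but was not run, because 0 of the 10 E1A control probes were well above background on all arrays.

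The arrays lay on 3 slides, each scanned on its own. Mice 1 and 2 shared slide 1, mouse 3 was on slide 2 and mouse 4 on slide 3, so each slide held both tissues. On every slide the adenoma array lay in the column after its normal array, so column and tissue cannot be told apart.

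The fit was tested on simulated data with the means, mouse effects and spreads of 55631 probes of this comparison. Of 200 probes changed by a known amount, 83 were called in the right direction and 2 of the unchanged probes were called. With no change, limma called 0 probes. With as many changes as the real calls, 87.8% were recovered and 3.38% of the calls were false. There the estimated changes of the called probes were taken as true, and all other probes had none. The noise was independent between probes in every simulation. These percentages therefore hold for such data and do not give the sensitivity or false share of the real calls. Figures were drawn with matplotlib 3.10.9.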

Results

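To find transcripts whose levels differ between colonic adenoma and the normal colonic epithelium of the same animal, RNA from 4 Apc-Min mice was hybridized to 8 arrays, 4 per tissue. The arrays differed in overall signal. The 75th percentile of the gene-probe signal was 8.39 ± 0.09 (log2, SD, n = 4) in normal epithelium and 9.17 ± 0.14 (n = 4) in adenoma, and every adenoma array lay above every normal array. The share of probes well above background was 48.4% ± 3.1 (SD, n = 4) in normal epithelium and 56.8% ± 8.2 (n = 4) in adenoma. The adenoma arrays of mice 1 and 4 had the largest shares, 60.5% and 66.4%. The same arrays gave the brightest E1A control probes, which have no target in the mouse genome, with median signals of 26.9 and 37.1 against 5.10 to 7.75 on the other 6 arrays. Of 55681 probes, 22189 were well above background on all 8 arrays and 14981 on none.

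**Figure D1:**
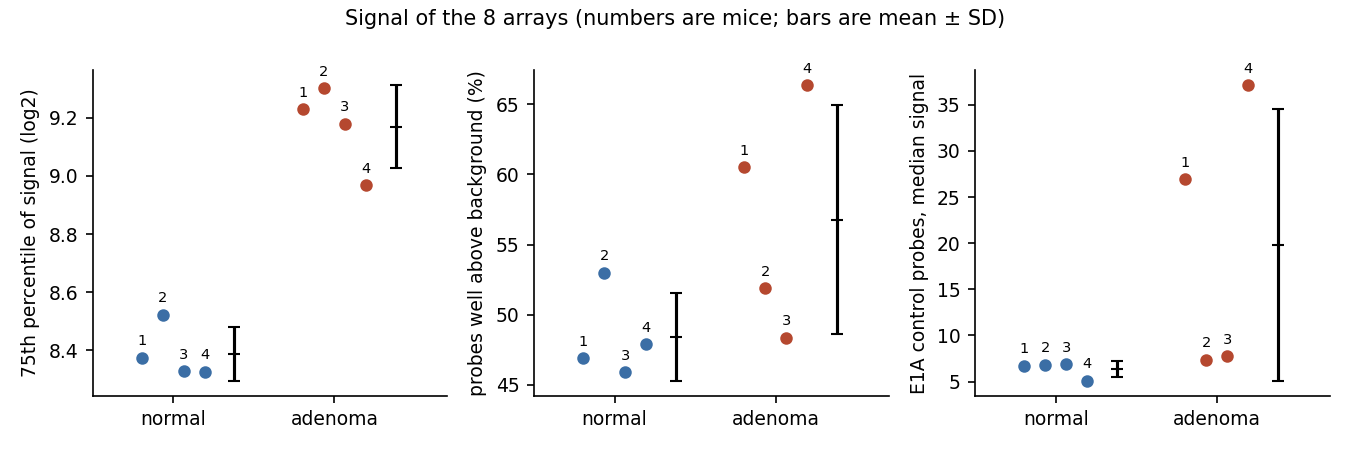
Signal of each array by tissue: the log2 75th percentile, the percentage of probes well above background and the median signal of the E1A control probes (linear units), with the mouse number at each point and bars for mean ± SD of 4 arrays. All 4 adenoma arrays have a higher 75th percentile than the normal arrays, and the adenoma arrays of mice 1 and 4 stand apart in E1A signal at 26.9 and 37.1.

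Arrays of one tissue resembled each other more than arrays of one mouse. Across probes, Pearson's r between arrays was 0.970 to 0.983 within normal epithelium and 0.947 to 0.983 within adenoma, and 0.910 to 0.943 between the 2 tissues of a mouse. Probes are not independent replicates, so these values only describe the arrays. The first principal component held 54.5% of the variance and parted the tissues. The second, with 16.9%, parted the adenomas of mice 1 and 4 from those of mice 2 and 3.

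Transcript levels differed widely between the tissues. In limma, 11040 of 55681 probes (19.8%) passed both thresholds, an adjusted p of at most 0.05 and a fold of at least 2. Of these, 4375 were enhanced in adenoma and 6665 were diminished. The setting that moved these counts most was the omission of scaling, with 10882 enhanced and 2203 diminished probes. The split between directions depended on scaling. Diminished probes made up 60.4% of the calls with the 75th percentile, 55.0% with the median, 51.7% with quantile normalization, 49.4% with normexp background correction and quantile normalization, and 16.8% without scaling. The median log2 change of all probes was -0.28 in the first case, -0.25, -0.04 and -0.01 in the next 3, and 0.50 without scaling, so a probe's change is read against these shifts. Leaving out mouse 1 gave 2649 enhanced and 3639 diminished probes, and without mouse 2 or mouse 3 there were 3588 and 3519 diminished probes.

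**Figure D2:**
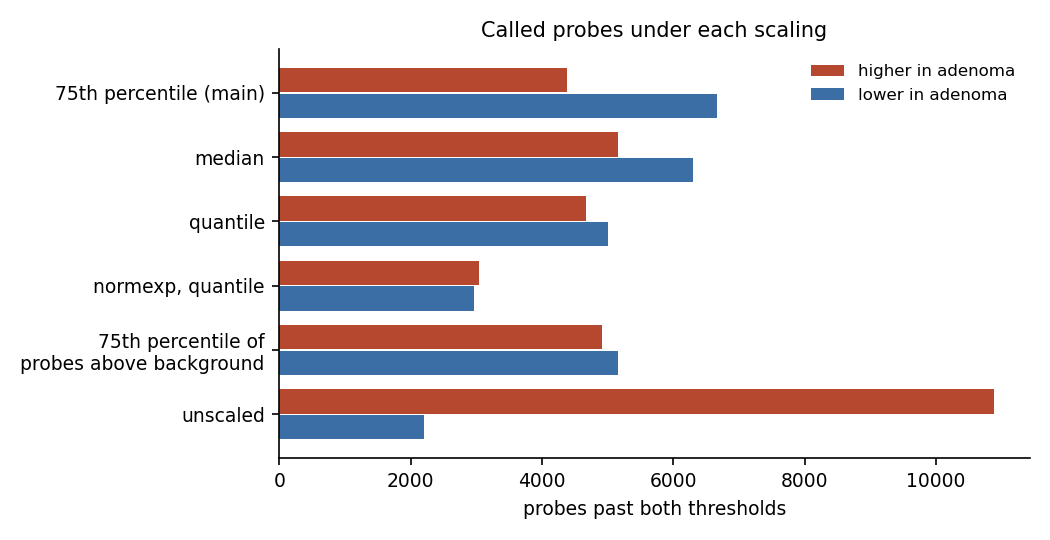
Number of probes past both thresholds (horizontal axis) that were higher or lower in adenoma under 6 scalings of the signal. With the 75th percentile 4375 probes were higher and 6665 lower, and without scaling 10882 were higher and 2203 lower.

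Many diminished calls came from dim probes. Of the enhanced probes, 3992 (91.2%) were well above background on all 4 adenoma arrays. Of the diminished probes, 4523 (67.9%) were well above background on all 4 normal arrays, and 1165 (17.5%) on none of them. Of those 1165 probes, 145 were called lower under quantile normalization. The called probes were brighter than probes in general: their median lay 2.17 ± 0.33 log2 units (SD, n = 8 arrays) above the median of all probes. When probes were first restricted to those well above background on all 4 arrays of a group, this difference was -0.41, and with all 8 arrays required it was 0.084. The first filter keeps probes that were off in one tissue, and the sign depended on which was used. The comparison has no p-value, since probes are not replicates.

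The change was alike across slides. The mean log2 change in mice 1 and 2, on one slide, and that in mice 3 and 4, on the others, had an r of 0.842 across all probes and 0.951 across the probes well above background on all arrays. With the slide in place of the mouse as the block, 4469 probes were enhanced and 6883 diminished, and without any block 4482 and 6402.

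Pde4b, which encodes a cyclic AMP phosphodiesterase and is the gene the study followed, was measured by 4 probes. The brightest, A_65_P01319 (transcript NM_019840, mm9 chromosome 4, 102279393 to 102279452), had a level of -3.10 ± 1.01 (log2 relative to the 75th percentile, SD, n = 4) in normal epithelium and -1.76 ± 0.38 (n = 4) in adenoma. It was well above background on 3 normal and all 4 adenoma arrays. Its log2 change was 1.34 with a standard error of 0.44, a 2.53-fold rise that was seen in all 4 mice but did not pass the threshold (limma adjusted p 0.0707). Over all alternatives its adjusted p ran from 0.0122 under median scaling to 0.209 for the mean of all Pde4b probes. Its log2 change was under 1 with normexp and quantile normalization (0.69) and with the floor (0.88). Both settings raise low signals by construction. The offset added with normexp was 50, and the mean unscaled signal of this probe in normal epithelium was 45.2. The rise within a mouse was 2.84, 1.07, 1.08 and 0.36 in mice 1 to 4, and the largest rested on a low normal level, -4.60, in mouse 1. Without mouse 1 the log2 change was 0.84. In an exact sign-flip test of the 4 differences, 2 of 16 sign patterns were as extreme, which is the smallest share that 4 mice allow in a two-sided test and cannot reach 0.05.

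The other Pde4b probes did not all follow the first. Probe A_52_P423247, which the files place at 102277888 to 102277947 on the same chromosome, was not well above background on any normal array and was so on all 4 adenoma arrays. It was at least 2.30-fold higher in adenoma, with a limma adjusted p of 0.0172. With a floor at the 95th percentile of the control probes, a higher level than the one behind that bound, its log2 change was 0.17 (adjusted p 0.365, the highest of its alternatives). Its call was also lost under normexp and quantile normalization (log2 change 0.68), without moderation (adjusted p 0.0515), without mouse 2 (0.0531) and without mouse 3 (0.0682). The normexp offset of 50 exceeded the mean unscaled signal of this probe in normal epithelium, 15.7, so the 0.68 is shrunk by construction. Probes A_52_P149801 and A_55_P2107542 were not well above background on any array, and no fold is given. Set against the mean of the 8 Gapdh probes, the brightest Pde4b probe rose by 1.64 ± 1.27 log2 units (SD, n = 4 mice).

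**Figure D3:**
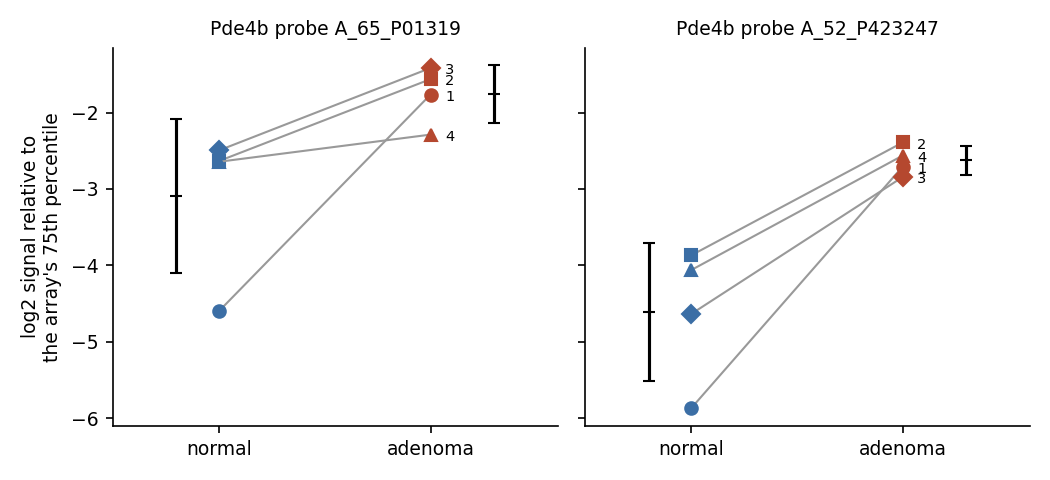
Level of the 2 Pde4b probes that were well above background on all adenoma arrays, as log2 signal relative to the 75th percentile of the array, with a line per mouse and bars for mean ± SD of 4 arrays. Both probes rise in every mouse, and the normal epithelium of mouse 1 is lowest at -4.60 and -5.87.

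Gapdh, the reference gene of the study's RT-PCR, did not pass the threshold. Its brightest probe, A_55_P2097548, is placed by the files on chromosome 7, whereas 5 of the Gapdh probes are placed on chromosome 6. It changed by -0.51 (SE 0.17, limma adjusted p 0.0706), and the sign was the opposite under quantile normalization (0.07) and without scaling (0.27). Its adjusted p over the alternatives ran from 0.00998 to 0.85. For Apc, the brightest probe, A_52_P633752, changed by -0.56 (SE 0.16, limma adjusted p 0.0458), short of a 2-fold difference, and by 0.22 without scaling. The other Apc probe changed by 0.56 (SE 0.45, adjusted p 0.399). Hdac4 changed by 0.24 (SE 0.25, limma adjusted p 0.502), with the same sign in 2 of 4 mice. Without mouse 2 the Hdac4 change was -0.02, and without scaling it was 1.03, past both thresholds (adjusted p 0.0356). Over all alternatives its adjusted p ran from 0.0356 to 0.954.

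Of 24 phosphodiesterase genes, 9 passed both thresholds by their brightest probe, and the same number did when adjusted over the list alone. This list includes the gene that the study chose on these samples, so the second count is not independent evidence. Pde3b and Pde10a were higher. Pde2a, Pde3a, Pde5a, Pde6a, Pde7a, Pde8a and Pde8b were lower. Pde3b was 3.02-fold higher (log2 SE 0.14, adjusted p 0.00393), and Pde10a, not well above background in normal epithelium, was at least 2.19-fold higher. Pde2a fell by 2.50 (SE 0.33, adjusted p 0.00876), and Pde5a fell by 2.05 (SE 0.16, adjusted p 0.00314). Calls were lost without scaling (Pde7a and Pde8a), under normexp and quantile normalization (Pde6a, Pde8a and Pde10a), with the floor (Pde6a, with a change of 0, and Pde10a, with 0.25), without moderation (Pde3a, adjusted p 0.0503) and without mice 1 and 4 together (Pde2a, 0.0675, and Pde8a, 0.0816). Without mouse 1 the calls of Pde3a (adjusted p 0.0714), Pde8a (0.0653) and Pde10a (0.0575) were lost, and without mouse 3 those of Pde3a (0.0544) and Pde8a (0.0601). The other Pde4 family members, Pde4a, Pde4c and Pde4d, were not called, with changes of -0.14, -0.52 and -0.10, each of which was positive without scaling.

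The largest rises among probes well above background on all arrays were those of 4 alpha-defensin genes, antimicrobial peptides of Paneth cells, on chromosome 8. Defa3 rose by 9.59 (SE 0.58, limma adjusted p 0.00247), Defa23 by 9.52, Defa28 (Gm6696 in the files) by 9.34 and Defa40 (Gm15292) by 9.13. These genes are near-identical copies, so their probes can share signal and the separate values are uncertain. Mmp7, a matrix metalloproteinase on chromosome 9, rose by 9.04 (SE 0.35, adjusted p 0.00209). Among the same probes the largest falls were those of Aqp8, with a log2 change of -8.86 (SE 0.63, adjusted p 0.00293), Mptx1 (1810030J14Rik in the files) with -8.24, Cyp2f2 with -7.09, Slc25a34 with -6.99 and Sycn with -6.98. All of these went the same way in 4 of 4 mice and stayed past both thresholds in every alternative in which they were measured.

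Between the tissues, 671 called and unsaturated probes with a matched gene name and one sign in all mice turned from not well above background on any normal array to well above it on all adenoma arrays, and 101 did the reverse. The flag was set before scaling, and the 75th percentile of the adenoma arrays was 0.78 log2 units higher. The 671 and the 101 can therefore not be read as a difference in direction. The largest of the first kind were Defa32 (Gm15308), at least 641-fold higher, Cfi, at least 257-fold higher, and Sp5, at least 245-fold higher. Of the second kind they were Gm15401, at least 48.5-fold lower, Il22ra2, at least 33.9-fold lower, and Btnl6, at least 26.9-fold lower. These bounds are set against the lowest detected level under the 75th percentile and do not hold in every alternative. With the floor the folds were 285, 114 and 109 for the first 3 genes and 14.8, 9.27 and 7.41 for the others, and with normexp and quantile normalization they were 245, 92.3 and 87.2, and 11.5, 9.49 and 6.49. The call of Il22ra2 was lost with the floor (log2 change -3.21, adjusted p 0.0556, the highest of its alternatives).

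The 13 gene lists were tested to ask whether the processes named by the study moved as groups. With camera, 7 lists were enhanced and 4 diminished at an adjusted p of at most 0.05. With fry all 13 passed, and with camera and an estimated correlation 0 passed, with 2 at an unadjusted p under 0.05. With the preset correlation, divisions of the 8 arrays that mixed the tissues put up to 12 lists past the threshold. The counts depend on the choice of test. Medians are given over the genes of a list, and the median over all genes was -0.14.

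The list of Wnt and beta-catenin targets had a median of 2.87 with 31 of 39 genes higher (camera adjusted p 7.23e-10), and Wif1 rose by 8.31 (SE 0.23) while Prox1 was at least 37.4-fold higher (16.7-fold with the floor and 14.4-fold with normexp and quantile normalization). The median of the inflammation and leukocyte migration list was 2.78 (39 of 48 genes), with Lcn2 up by 6.58 and Il11 by 6.78. It did not pass over probes well above background on all 8 arrays (camera adjusted p 0.156, the highest of its alternatives apart from the 0.273 with an estimated correlation). The median of the extracellular matrix list lay 2.13 above that of all genes (40 of 47 genes), with Mmp7 as above and Mmp9 at least 46.0-fold higher (20.5 and 15.7 in the same alternatives). Cell division had a median of 1.40 (53 of 56 genes), with Ccnd1 up by 1.99 and Bub1b by 1.75, and angiogenesis one of 1.39 (26 of 35 genes), with Sox17 up by 6.58 and Apln at least 28.2-fold higher (12.6 and 8.73). RNA processing had a median of 0.95 (48 of 50 genes), with Rrp1b up by 2.17 and Gar1 by 1.65. The fibroblast proliferation list had a median of 0.74 (16 of 22 genes, camera adjusted p 0.0203), with Myc up by 1.89 and Pdgfra by 3.03, and it did not pass without mouse 3 (adjusted p 0.0555), without scaling (0.31) or when probes were restricted to those well above background on all arrays of a group (0.11). Its adjusted p over the alternatives ran from 0.00108 to 0.31.

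Apical membrane transport had the largest fall, a median of -3.57 with 34 of 38 genes lower (camera adjusted p 8.27e-09), and Car4 changed by -6.41 and Slc5a8 by -5.50. Actin cytoskeleton organization had a median of -1.55 (38 of 45 genes lower), with Scin at -4.97 and Ush1c at -2.20, and monocarboxylic acid metabolism one of -1.08 (41 of 49 genes lower), with Adh1 at -5.32 and Pck1 at -6.42. Circadian rhythm had a median of -1.33 (17 of 24 genes lower, camera adjusted p 0.0407), with Tef at -2.32 but Csnk1e at 2.57, and it did not pass with the slide as the block (adjusted p 0.0508), without mouse 1 (0.0522), without mouse 4 (0.0943), without both (0.181) or with array weights (0.0572). Its adjusted p over the alternatives ran from 9.98e-05 to 0.284. The cyclic AMP signalling list (median 0.21, camera adjusted p 0.0922) and the phosphodiesterase list (median -0.49, camera adjusted p 0.096) did not pass. The first passed under median scaling, without mouse 4 (adjusted p 0.0272), without mice 1 and 4, and with fry, and its adjusted p over the alternatives ran from 0.00464 to 0.614. The second passed under quantile normalization, alone or after normexp, without scaling, with a floor, over probes well above background on all 8 arrays, and with fry, from 0.00464 to 0.273. Without scaling its median was 0.29, above 0, although camera placed it below the other genes.

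**Figure D4:**
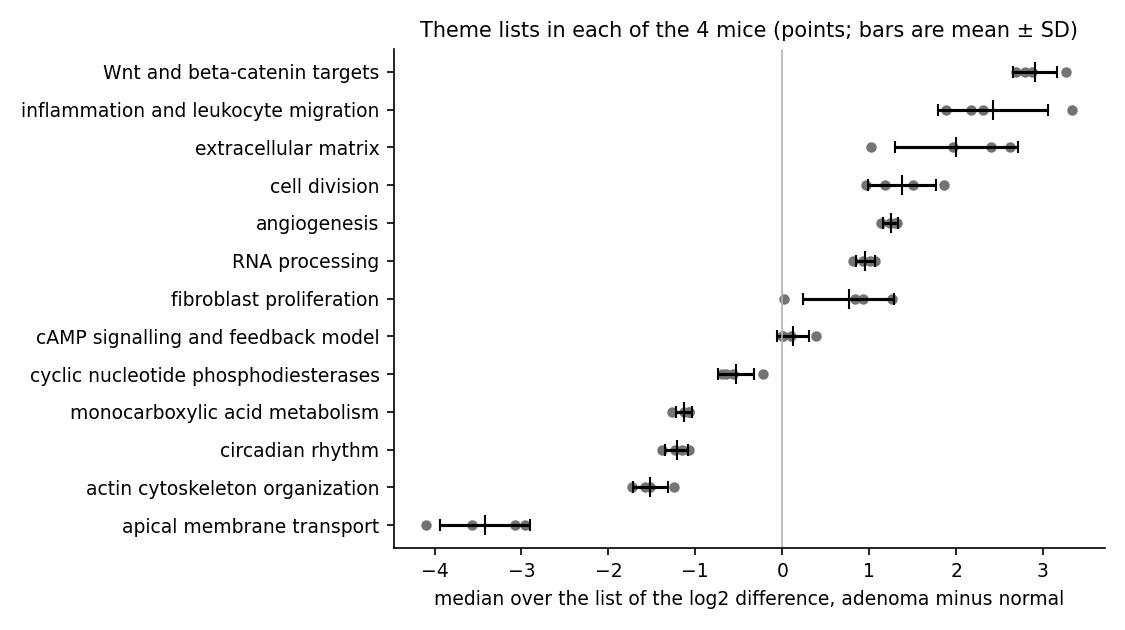
Median log2 difference (adenoma minus normal epithelium) over the genes of each of 13 lists, with a point per mouse and bars for mean ± SD of 4 mice. The list of Wnt and beta-catenin targets lies between 2.69 and 3.27 in the 4 mice and apical membrane transport between -4.09 and -2.96, whereas the cyclic AMP list lies between -0.01 and 0.38.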

Values the study reported

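The study reported 3054 transcripts enhanced and 2041 diminished in the adenoma of the Apc-Min mouse, by at least a factor of 2 at a 5% false discovery rate. From its arrays it also placed Pde4b among the transcripts enhanced in the adenoma of mouse, rat and human, and gave 3.3-fold for the mouse. By real-time PCR the Pde4b level was 3.3-fold higher in the adenoma and 2.1-fold higher in the normal epithelium of tumor-bearing colons. Tumor-free Apc-Min colons were the reference for both PCR values. Its methods give 80 days as the age at which the mice were sacrificed for RNA.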

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

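The tests of a spot defect, of overall signal and of added control transcripts were chosen after the results were seen; those of leukocytes and of GC content were chosen before. In 146 groups of 4 arrays searched for 1 array far from the other 3, 6 were found, where chance, at about 1 in 20, gives about 7.3, so the number itself is no sign of a fault.

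The normal epithelium of mouse 1 had a low level of the brightest Pde4b probe, -4.60 against -2.65 to -2.50 in the other mice, a gap of 0.93 of the range. A low overall signal is argued against, since the 75th percentile of that array lay 0.049 above the lowest of the other 3 normal arrays. A second Pde4b probe was also low on that array, at -1.68 log2 units from the mean of the other normal arrays, but it was not well above background on any normal array, so a defect of one spot cannot be told apart from a real difference. The sample may hold fewer leukocytes: over 70 leukocyte marker genes its median lay -0.59 from the other normal samples, with B and plasma cell genes at -1.78 and mast cell genes at -0.12. This difference was small beside that of Pde4b, and differences between animals stay open as well.

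The E1A control probes were brighter on all 4 adenoma arrays than on any normal array, at median signals of 26.9, 7.38, 7.75 and 37.1 in mice 1 to 4, against at most 6.85. The values of mice 2 and 3 differ little from the normal ones. On the adenoma arrays of mice 1 and 4, dim gene probes were brighter too, by a median of 0.40 log2 units over the other 6 arrays, and more so at high GC content, with a Spearman rho of 0.343 across 22514 probes. Their median difference was -0.17 for probes of the lowest GC content, up to 35%, and 0.88 for those of the highest, from 45%. For the difference of the other adenoma arrays from the normal arrays rho was 0.00413. Probes are not independent replicates. This is consistent with non-specific hybridization on those 2 arrays. Added control transcripts cannot be told apart from it by the brightest control probe, which reached 0.37 above the 75th percentile on one of these arrays but 0.92 on a normal array whose controls were dim, and lay at -1.55 on the adenoma array of mouse 4. No biological difference was tested. The normal epithelium of mouse 4 had the lowest E1A signal, 5.10 against 6.70 to 6.85 (gap 0.914 of the range).

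Other outlying values were Hdac4 in the normal epithelium of mouse 2 (-1.05 against -0.19 to -0.07, gap 0.873), Mmp7 in the adenoma of mouse 1 (6.01 against 6.49 to 6.59, gap 0.84), Ccnd1 in the adenoma of mouse 3 (4.77 against 4.48 to 4.49, gap 0.949) and Gar1 in the adenoma of mouse 4 (5.09 against 4.77 to 4.80, gap 0.889). No explanation was tested for these 4. The gaps of Mmp7, Ccnd1 and Gar1 are small beside their changes between the tissues, whereas without mouse 2 the change of Hdac4 was -0.02.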

How the results depend on the processing

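The alternatives with a floor, with the 8-array filter, without mice 1 and 4 together, with array weights and with the percentile over detected probes are tests chosen after the results were seen. The other alternatives were planned. Unless a cause is given, the cause was not tested.

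Apart from the brightest Pde4b and Gapdh probes, treated separately below, 62 probes of named genes were followed. Of these, 47 were called, and 39 of those were on the same side of both thresholds in every alternative that measured them. Of 1156 comparisons over 19 alternatives, 1106 gave the same direction and side, 21 lost the call, 1 gained it and 28 reversed the sign. Of the 28, 13 came without scaling, which shifts every change by 0.78.

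Scaling mattered most. Without scaling, 10882 probes were higher and 2203 lower, which follows from the 0.78 difference in the 75th percentile that is then left in. Pde4b changed by 2.12 (limma adjusted p 0.0258), Gapdh by 0.27, and the level of called probes was 3.11. Signs reversed for the other Gapdh probes (0.54, 0.44, 0.50, 0.31, 0.57, 0.58 and 0.65), for 2 Pde4b probes near background (0.12 and 0.19), Apc (0.22), Pde4a (0.64), Pde4c (0.26) and Pde4d (0.69). Under quantile normalization Gapdh changed by 0.073, 5 of its other probes by 0.14, 0.061, 0.13, 0.22 and 0.19, and the level of called probes was 2.69. With normexp and quantile normalization 2966 probes were lower, the level was 2.93, 5 Gapdh probes changed by 0.19, 0.066, 0.12, 0.20 and 0.16, and 1 Pde4b probe by 0.10. With median scaling Pde4b changed by 1.37 (adjusted p 0.0122), where eBayes gave nearly all probes one pooled variance, and the level was 1.503. With the percentile over detected probes the level was 2.57 and Pde4d changed by 0.027.

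When probes were restricted to those well above background on all 4 arrays of a group, Pde4b passed at 1.34 (adjusted p 0.0328) and the level of called probes was -0.41, as 26835 probes were left, with fewer dim ones by construction. With all 8 arrays required, 2484 probes were higher and 3793 lower of 22189, the level was 0.084, and Pde4b had no value. With the floor 2633 were higher and 3059 lower, since changes below it are removed, and the level was 3.58. Counted as genes by their brightest probe, 2868 were higher and 3089 lower. The 1165 diminished probes not well above background in normal epithelium mark how far signal over background limits these counts.

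The model without moderation gave 3315 higher and 4406 lower probes and a level of 3.33. With a trended and robust prior Pde4b was past both thresholds at 1.34 (adjusted p 0.0311), as it was with array weights at 1.43 (0.0442). It was not past both with normexp and quantile normalization, at 0.69 (0.0127) and so under 2-fold, with the floor, at 0.88 (0.058), or without moderation (0.172). Over all alternatives its adjusted p ran from 0.0122 to 0.209. Without mice 1 and 4 together 2438 probes were higher, and the second Apc probe changed by -0.24. With an estimated correlation camera put 0 lists higher and 0 lower, with 2 at an unadjusted p under 0.05 and 13 past the threshold by fry.

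When each mouse was left out in turn, the counts ran from 2649 to 4132 higher and 3519 to 6621 lower, in part because fewer arrays were fitted. Pde4b changed by 0.84 to 1.66, Gapdh by -0.62 to -0.43, the level was 2.34 to 3.28, and 6 to 8 lists were higher and 3 to 4 lower. Hdac4 changed by -0.017 to 0.37, with the reversed sign without mouse 2, and Pde4d (Pde4d probe A_55_P2010396) by -0.26 to 0.056, with the reversed sign without mouse 3.

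Without the replicate block, 4482 probes were higher and 6402 lower, Pde4b had an adjusted p of 0.0603 and Gapdh one of 0.0396, short of a 2-fold change. Leaving out the block changed no call of a named gene or of a gene list. Scaling to added control transcripts was not run, since 0 of their 10 probes were well above background on all arrays.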

Other observations

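The tests of scaling, of background signal and of non-specific signal in the enhanced probes were chosen after the results were seen; the other tests were chosen before.

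Chance is argued against for the number of called probes without the block: only 1 of the 35 divisions of the 8 arrays into 4 and 4, the real one, gave as many. These divisions ignore the pairing within mice, and all others mix the tissues, which widens the spread within their groups. In limma the others gave 0 probes, with up to 7635 at an unadjusted p under 0.05 against 24787. Among the 8 divisions that part both samples of every mouse, again 1 gave as many, but 8 divisions are too few to exclude chance on this count. There the others gave 0 probes in limma and up to 4119 at an unadjusted p under 0.05, against 26481. For the gene lists, 4 of the 35 divisions put as many past the threshold, the real one included, and 1 of the 8, where the others reached 10 lists. Chance is therefore not excluded for the number of lists. The 3 other divisions keep 3 arrays of each tissue together. The 18 divisions that leave 2 arrays of each tissue on each side put up to 7 lists past the threshold.

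The number of diminished probes here was 6665. That is higher than the value quoted from the study above. The number of diminished genes by their brightest probe was 3089, also higher. On the enhanced side the 4375 probes were above the study's value, whereas the 2868 genes by their brightest probe were below it. Counted by any called probe, 3077 named genes were enhanced and 3363 diminished, both above the study's values, with 37 genes in both counts. The study counted gene transcripts, so counts of probes are in another unit, and counts of genes depend on the rule. The model without moderation gave 3315 enhanced and 4406 diminished probes, both above the study's values. Pde4b, which the study lists as enhanced in the mouse, was not called here by its brightest probe. Probe A_52_P423247 of this gene was called. Whether the excess of diminished over enhanced probes comes from scaling cannot be told apart from a real excess: diminished probes made up 55.0% of the calls under median scaling, 51.7% under quantile normalization and 49.4% with normexp before it, on both sides of an even split. Part of the excess lay in the 16251 probes described as long intergenic non-coding RNA, of which 1677 were diminished and 351 enhanced. Of these diminished probes, 501 were not well above background on any normal array. The 1165 diminished probes that were not well above background on any normal array are consistent with an effect of scaling on background signal, since 12.4% of them were called lower under quantile normalization. Non-specific signal on the adenoma arrays of mice 1 and 4 is argued against for 2372 of the enhanced probes, which were also called higher in the fit without these mice. For the other 2003 it cannot be told apart from a real rise, since that fit has only 4 arrays and so loses calls in any case.

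The rise of the defensins was tested for 2 technical sources. Signal shared between near-identical defensin probes is argued against as the whole cause, since the 8 Paneth cell genes outside the family had a median change of 2.93, with 6 of 8 higher. Of these 8 genes, 6 are also in the Paneth cell list. Lyz1 rose by 5.01 and Itln1 by 4.92, to levels of 6.72 and 6.29 in adenoma, but Kcnn4 changed by -0.40 and Pla2g2f by -0.19. These genes, and those of the next list, are named after their values were seen. Small intestinal enterocytes in the adenoma samples are argued against, as 3 of 16 genes of the small intestinal enterocyte list were higher in adenoma. Of the 16 genes, 9 were well above background on all normal arrays, and the absorptive colonocyte list also fell (-4.30). The fall of these genes therefore cannot exclude small intestinal tissue with few enterocytes. Rbp2 and Fabp6 changed by -4.44 and -4.16, but Onecut2 rose by 6.95, the largest change of the list and against the others. A candidate explanation is that adenoma cells take on features of Paneth cells. The median of the Paneth cell list was 5.57, with 11 of 11 genes higher and 9 called higher. The list holds Defa3, Defa5, Defa21, Defa26, Defa29 and Mmp7. Its median therefore in part restates the rise and is no separate test of this explanation. The way of collecting the tissue was not tested.

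A lower share of epithelium in the adenoma samples would raise all other cell types alike. The medians of 9 non-epithelial marker lists lay 5.92 log2 units apart, which argues against it as the only cause: neutrophil 3.49, endothelial 1.90, macrophage 1.59, mast cell 1.48, fibroblast 1.02, T and NK cell -0.85, enteric neuron and glia -0.90, smooth muscle -1.87 and B and plasma cell -2.42. A change in the types that rose stays open, as does the difference between a piece of tumor and a scraping. Of the epithelial lists the Paneth cell list rose, as above, whereas absorptive colonocyte (-4.30), goblet cell (-3.09), enteroendocrine cell (-2.83) and small intestinal enterocyte genes (-1.47) fell. The tuft cell list, at -0.43, did not pass (camera adjusted p 0.336). Of the non-epithelial lists, mast cell (0.0669), fibroblast (0.155), enteric neuron and glia (0.155) and T and NK cell (0.336) did not pass. The highest and the lowest, neutrophil (0.017) and B and plasma cell (0.0122), did. The erythrocyte list was at 0.69 (0.194) and the Y chromosome list at -0.39 (0.411), and neither passed. Without scaling every median is higher by 0.78, which makes those of the tuft cell, proximal colon and Y chromosome lists positive. The 13 lists of processes also hold 11 of the 15 endothelial genes, 9 of the 15 fibroblast, 8 of the 15 smooth muscle, 5 of the 15 neutrophil, 4 of the 17 colonocyte and 1 of the 16 goblet cell genes. Mmp7, a member of both Paneth cell lists, is also in the Wnt target and extracellular matrix lists.

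Whether the fall of colonocyte genes could come from normal epithelium of another segment of the colon cannot be told apart. The proximal list changed by -0.34 and the distal one by -2.11, both downward. Neither passed (camera adjusted p 0.695 and 0.143). Only 2 of 8 proximal and 4 of 7 distal genes were well above background on all normal arrays. For chromosome 18, which carries Apc, loss of a copy in most adenoma cells would lower its transcripts. The median change of its detected probes was -0.20, within the -0.30 to -0.09 of the other autosomes, which argues against such a loss in most cells.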
